A study of Arabidopsis thaliana with 3 samples. Its data were reported in "Coupling of H3K27me3 recognition with transcriptional repression through the BAH-PHD-CPL2 complex in Arabidopsis" (2020).

How the data were processed

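Chromatin immunoprecipitation followed by sequencing (ChIP-seq) was analysed in 13-day-old Arabidopsis thaliana seedlings of the Col-0 ecotype. ChIP-seq recovers the DNA fragments bound by a protein with an antibody and maps them on the genome. Here the antibody recognised the Myc epitope. The AIPP3-4Myc libraries came from plants that carried AIPP3 fused to copies of the Myc tag, and the Col-0 library came from plants without the tag, so it served as the background of the antibody. The study's methods state that tagged constructs were put into the corresponding mutants, so the tagged plants can differ from Col-0 in more than the tag. The labels gave 2 AIPP3-4Myc libraries, numbered as replicates 1 and 2, and 1 Col-0 library. The labels named no batch. The short descriptions of the 2 AIPP3-4Myc libraries carry different codes whose meaning was not stated, so whether the libraries share a transgenic line or a day is unknown.

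Per the study's methods, the authors mapped the reads to the TAIR10 genome with Bowtie2 (version 2.2.8) and identified peaks with MACS (version 1.4), both with default parameters. One peak list per library was deposited, so replicates had not been pooled. Each deposited score is the authors' peak score from MACS, which is the negative log10 of the peak p-value times 10. A score of 50 therefore corresponds to a p-value of 1e-05. The lowest scores of both AIPP3-4Myc lists lay just above it, and the lowest Col-0 score was 64.2. For duplicate reads and reads with several mapping positions, the methods gave nothing beyond the default parameters. Whether an input library or the Col-0 library was given to MACS as a control and how many reads each library held were not stated. The sequencing depth behind every peak is therefore unknown. Because a MACS score grows with depth, score levels were not compared between lists. Scores were used to describe, rank or filter peaks within a list, to correlate the scores of shared peaks between the replicates, and, as the smaller of both replicate scores, to order shared regions. A locus without a peak did not pass the authors' threshold in that library, which is not the same as an absence of binding.

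Gene models and sequence were taken from the TAIR10.1 assembly. Its nuclear chromosomes have the coordinates of TAIR10, and every nuclear peak ended within the length of its chromosome. The mitochondrial sequence differs between the 2 builds, so mitochondrial peaks are given by position alone. Coordinates are 1-based. The comparisons used peaks on chromosomes 1 to 5, and organelle peaks are described separately.

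Peaks were called shared when they overlapped by at least 1 bp. A gene was called bound when a peak overlapped its target region by at least 1 bp. Following the study, the target region ran from 1 kb upstream of the transcription start site (TSS) to the transcription termination site (TTS). The study assigned genes to peaks with the annotatePeak function of ChIPseeker, which was not used here. Positions relative to genes used the peak midpoint. Gene-poor regions were the 48 of 240 bins of 500 kb with the fewest protein-coding genes per bp. Gene classes were defined by biotype or by words in the product name or symbol, and 9 classes were compared.

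The value given by chance was obtained by random placement, a permutation of peak positions. Every peak was moved to a random position on its own chromosome with its width kept and without overlap among moved peaks, and the measure was computed again. For gene classes the replicate 1 peaks shared with replicate 2 were moved. For overlap and position 10000 placements were made, and for base composition 1000 placements were made. Some alternatives placed the peak midpoint inside target regions, inside coding sequence or where the GC share was within 0.5 percentage points of that of the real peak. In these alternatives placed peaks were allowed to overlap each other. The one-sided p-value was taken in the direction observed. It describes the peaks of these libraries and is not a test across biological replicates. With 2 libraries against 1, an exact permutation of library labels cannot give a p-value below 0.333, so no test between genotypes was made. Scores of shared and unshared peaks were compared by a two-sided permutation test of the difference in medians, and scores of shared peaks by Spearman's rho and by Pearson's r of log10 scores, each with 100000 permutations over peaks. Benjamini-Hochberg adjustment was applied over the 31 placement tests of the main settings and, separately, over the 9 gene classes. Where a value is given as mean ± SD, n is the number of AIPP3-4Myc libraries.

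The procedures were tested on simulated peaks. Among 200 sets of 430 peaks placed by chance, 7% had a p-value under 0.05 for replicate overlap and 10.5% for the share of midpoints in gene bodies. A p-value taken in the direction observed thus passes 0.05 about as often as its 2 tails together, and p-values close to that limit carry little weight. When 60% of 430 peaks were put on replicate 1 peaks, the overlap recovered was 61.6%. When 30 peaks were put on transcription factor genes among the 37899 annotated genes, the adjusted p-value of that class was 0.0180. This is the smallest value a single class could reach, because these simulations used fewer placements than the main comparisons. In 20 sets without a planted class no class passed 0.05.

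The rule for the loci named in the text was fixed before the data were examined. It covers 16 loci that the study examined or that encode the AIPP3 complex and its partners, the 10 shared peak regions with the highest smaller-of-both replicate score and no Col-0 peak, and the Col-0 peaks. A mitochondrial peak named in addition was chosen after its values were seen. Alternatives covered the score threshold, the overlap rule, the gene region, the kind of placement, the removal of peaks that overlap a Col-0 peak, and each replicate on its own. Organelle matches under nuclear peaks were searched with blastn at 90% identity or more and an E-value of at most 1e-10. Other data of the study, including histone mark and transcript data, were not analysed here. Calculations used Python 3.11.15, numpy 2.4.6, scipy 1.17.1, numba 0.67.0 and blastn 2.17.0.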

Results

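AIPP3 is a protein with a BAH domain, a module that in this study was examined as a reader of the repressive histone mark H3K27me3. To map where AIPP3 sits on the genome, ChIP-seq with a Myc antibody was carried out in seedlings expressing AIPP3-4Myc and in Col-0 seedlings without the tag. The peak lists held 26 peaks for Col-0, 933 for AIPP3-4Myc replicate 1 and 437 for AIPP3-4Myc replicate 2. The AIPP3-4Myc libraries thus had 685 ± 351 peaks (SD, n = 2), and with 1 Col-0 library the difference between genotypes had no replicate check. Of these peaks, 16, 926 and 430, respectively, lay on the nuclear chromosomes. The nuclear peaks covered 20.2 kb in Col-0, 1726 kb in replicate 1 and 747 kb in replicate 2, which is 0.0169%, 1.45% and 0.627% of the nuclear genome. Over all peaks of each list, organelle peaks included, the median peak width was 1049 bp in Col-0, 1725 bp in replicate 1 and 1603 bp in replicate 2. Over the same peaks, the median score was 173 in Col-0, 72.9 in replicate 1 and 74.6 in replicate 2. A stricter score of at least 100 moved these counts most, leaving 23 Col-0 peaks, 245 replicate 1 peaks and 125 replicate 2 peaks. The sequencing depth of the libraries is unknown, so the difference in peak number between the replicates cannot be set against the number of reads.

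The replicates were first compared by overlap. Of the 430 nuclear peaks of replicate 2, 314 (73.0%) overlapped a replicate 1 peak. Random placement of the replicate 2 peaks gave a mean of 2.80% and at most 6.28% (permutation of peak positions by placement, one-sided p = 0.0001, the smallest that 10000 placements can give). In the other direction, 313 of the 926 replicate 1 peaks (33.8%) overlapped a replicate 2 peak. The length under peaks of both replicates was 537 kb, or 71.8% of the replicate 2 length and 31.1% of the replicate 1 length. Reducing replicate 1 to its 430 highest scoring peaks moved the result most, and 54.2% of the replicate 2 peaks then had a counterpart against a placement mean of 1.38%.

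Shared peaks had higher scores than unshared peaks in both lists. In replicate 1 the median score was 99.9 for the 313 shared peaks and 65.4 for the 613 unshared peaks, a difference of 34.5 (two-sided permutation test over peaks, p = 1e-05, the smallest that 100000 permutations can give). In replicate 2 the medians were 81.1 for 314 shared peaks and 61.5 for 116 unshared peaks, a difference of 19.6 (two-sided permutation test over peaks, p = 1e-05). When the peaks of each list were divided by score into 4 classes of near-equal size, the share of replicate 1 peaks with a replicate 2 counterpart was 12.5% in the lowest class and 65.8% in the highest. The corresponding shares of replicate 2 peaks were 57.4% and 94.4%. Peak width separated the shared from the unshared peaks in replicate 1, with medians of 1885 bp and 1602 bp (permutation p = 1e-05). In replicate 2 the width difference of 116.5 bp did not pass the threshold (permutation p = 0.0981). Across the 314 pairs of shared peaks, the scores of the replicates were correlated, with Spearman's rho of 0.602 and Pearson's r of 0.734 on log10 scores (permutation p = 1e-05 for each). These 2 coefficients are across peaks, which are not independent replicates. Both came from a family of 2 relations, and adjustment leaves their p-values at 1e-05. Leaving out the pairs that overlap a Col-0 peak moved both most, to a rho of 0.593 and an r of 0.693 over 308 pairs.

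**Figure D1:**
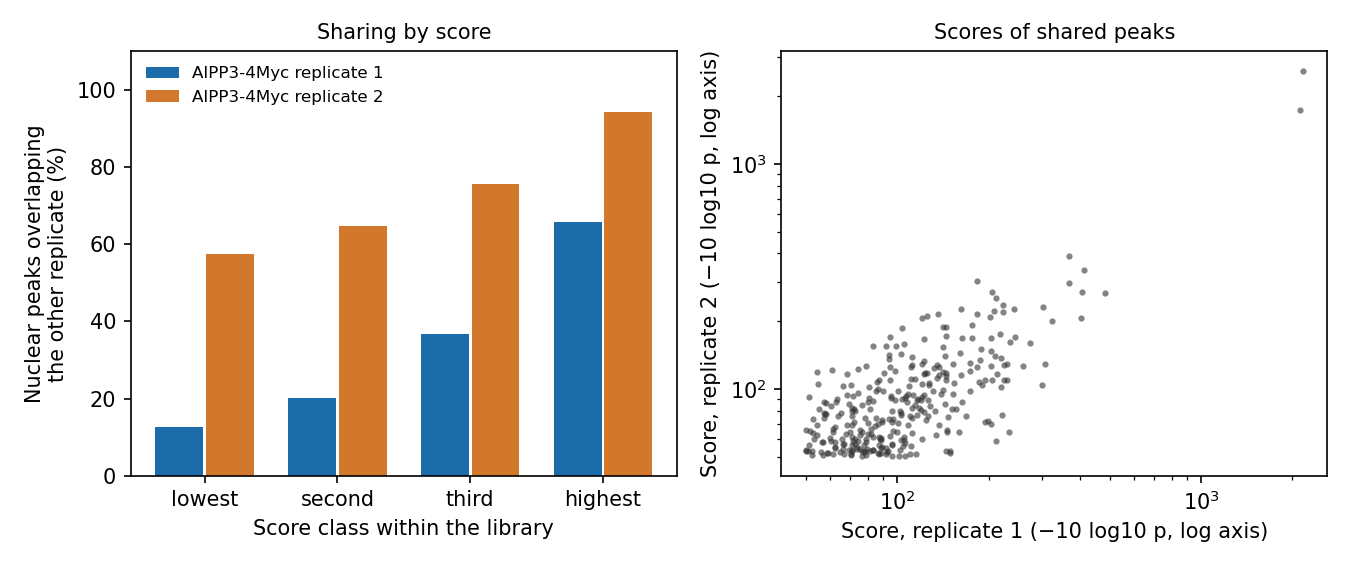
The left panel shows the share of nuclear peaks (%) that overlap a peak of the other replicate, by score class (4 classes of near-equal size) within each AIPP3-4Myc library, and the right panel plots the score of each shared peak in replicate 2 against replicate 1 on log axes. The share rises from 12.5% to 65.8% in replicate 1 and from 57.4% to 94.4% in replicate 2, and the 314 pairs have a rho of 0.602.

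The Col-0 library measured the background of the antibody. Of the nuclear AIPP3-4Myc peaks, 6 of 926 (0.648%) in replicate 1 and 9 of 430 (2.09%) in replicate 2 overlapped one of the 16 nuclear Col-0 peaks. Random placement gave means of 0.0376% and 0.0406%, and both observed shares lay above every placement (placement permutation, one-sided p = 0.0001 for each, the smallest possible). The overlap was thus above chance in both replicates and involved 1.37% ± 1.02 of the peaks (SD, n = 2). A score of at least 100 gave shares of 2.08% in replicate 1 and 3.36% in replicate 2, and including the organelle peaks, an alternative chosen after the data were seen, gave 1.29% and 3.43%. If the Col-0 library had served as the control of the peak calls, which was not stated, low overlap with Col-0 would be partly built in.

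The Col-0 peaks themselves were then examined. On the nuclear chromosomes, 10 of the 16 peaks lay on chromosome 2. The highest score of the Col-0 list, 3100, was that of the peak at chromosome 2, 9782 to 10549, near the chromosome end, with its midpoint in an exon of a non-coding gene and with AT2G00340, AT2G01022 and AT2G01023 annotated there. The highest score of each AIPP3-4Myc list was also there, at 2162 in replicate 1 and 2594 in replicate 2. Whether the peak caller limits scores at the round Col-0 value was not stated. Between positions 3313086 and 3486798 of chromosome 2 lay 6 Col-0 peaks, with scores from 116.5 to 903, in or next to AT2G07687, AT2G07629, AT2G07638, AT2G07711, AT2G07715 and AT2G07806. The sequence under each of these 6 peaks matched the organelle genomes over 100% of its length. The Col-0 peak at chromosome 1, 29301415 to 29305809, with a score of 123, had its midpoint in the 1 kb upstream of a gene, touched the target regions of AT1G77930, AT1G77932 and AT1G77940, and was found in both AIPP3-4Myc libraries. The same held for the peaks at chromosome 5, 16397665 to 16399789, in the coding sequence of AT5G40910 with a score of 202, and at chromosome 5, 21317255 to 21319315, in the coding sequence of AT5G52530 with a score of 106. Of the 16 nuclear Col-0 peaks, 6 were found in both AIPP3-4Myc libraries and 7 in neither. The chloroplast had 1 peak in each library, at 110546 to 114347 in Col-0, with scores of 64.2 in Col-0, 184 in replicate 1 and 1311 in replicate 2. The mitochondrial genome had 9 peaks in Col-0 and 6 in each AIPP3-4Myc library.

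To define the genes bound by AIPP3, peaks were assigned to target regions. Replicate 1 peaks bound 1613 genes and replicate 2 peaks bound 718 genes, and 535 genes were bound in both replicates, which is 74.5% of the replicate 2 genes and 33.2% of the replicate 1 genes. Placement of the replicate 2 peaks gave a mean of 28.0 shared genes and at most 58 (placement permutation, one-sided p = 0.0001, the smallest possible). Of the 535 genes, 459 were protein-coding, or 1.67% of the 27444 annotated protein-coding genes. Only 12 of the 535 genes were also bound in Col-0. The number of genes was lowest, at 165, with a score of at least 100. It was 289 when each peak was assigned to the nearest TSS alone.

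The peaks were concentrated on gene bodies. In replicate 1 the midpoint of 93.2% of the nuclear peaks lay in a gene body, against a placement mean of 64.1% and a maximum of 70.1%. In replicate 2 this share was 96.7%, against a mean of 64.1% and a maximum of 71.9% (placement permutation, one-sided p = 0.0001 for each, the smallest possible). The mean of the replicates was 95.0% ± 2.51 (SD, n = 2). Midpoints in the 1 kb upstream of a gene were rarer than under placement, with 5.72% against 17.4% in replicate 1 and 1.86% against 17.4% in replicate 2. Midpoints in neither numbered 10 of 926 in replicate 1 (1.08%) and 6 of 430 in replicate 2, against placement means of 18.5% in both. Most midpoints fell in coding sequence, namely 660 of 926 (71.3%) in replicate 1 and 331 of 430 (77.0%) in replicate 2, while introns held 12.4% and 12.8% and untranslated regions (UTRs) 7.88% and 5.58%. The midpoint was within 1 kb of the TSS of a protein-coding gene for 73.0% of the replicate 1 peaks and 65.6% of the replicate 2 peaks, against placement means of 40.2% and 40.2% (placement permutation, one-sided p = 0.0001 for each, the smallest possible). When midpoints were placed inside target regions, an alternative chosen after the data were seen, the placement means for TSS proximity rose to 48.7% in both replicates, still below every observed share. Placement matched for GC share, also chosen after the data were seen, raised the placement share of midpoints in gene bodies to means of 85.3% for replicate 1 and 87.5% for replicate 2. In Col-0, 68.8% of the 16 midpoints lay in a gene body against a placement mean of 63.0%, which is within the range of the placements (placement permutation, p = 0.424).

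**Figure D2:**
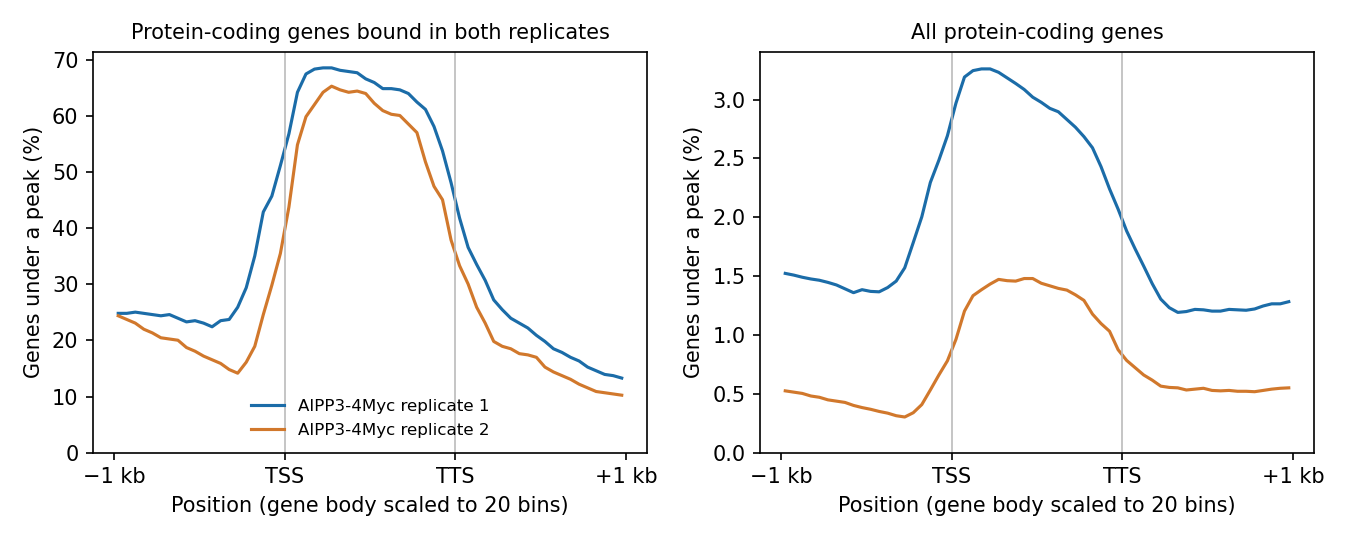
The share of genes (%) under a peak is drawn from 1 kb upstream of the TSS to 1 kb downstream of the TTS, with the gene body scaled to 20 bins, for the 459 protein-coding genes bound in both replicates (left) and for all 27444 protein-coding genes (right), with 1 line per AIPP3-4Myc library. Among the bound genes the share is highest inside the gene body, at 68.6% in replicate 1 and 65.4% in replicate 2, and the genes on the left were selected for having a peak.

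Along the scaled genes bound in both replicates, the 5 bins of the gene body next to the TSS were under a peak in a mean of 65.1% of genes in replicate 1 and 57.0% in replicate 2. For the 5 bins next to the TTS these shares were 56.8% and 47.9%. The bound protein-coding genes had a median length of 1915 bp, and all protein-coding genes had a median length of 2078 bp.

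The distribution along chromosomes was examined because the study places the mark read by AIPP3 in euchromatin. In gene-poor bins lay 4.86% of the replicate 1 midpoints and 5.12% of the replicate 2 midpoints, a mean of 4.99% ± 0.181 (SD, n = 2). Placement gave from 15.2% to 24.7% for replicate 1 and from 13.5% to 28.1% for replicate 2 (placement permutation, one-sided p = 0.0001 for each, the smallest possible). Peaks found in replicate 1 alone had a share of 4.24% and those found in replicate 2 alone 2.59%, both below every placement. The share in Col-0 was 6.25%, or 1 of 16 peaks, which was not distinguishable from placement (placement permutation, p = 0.101). A score of at least 100 moved the replicate shares most, to 7.92% and 10.1%, which remained below the placement means of 19.7% and 19.5% (placement permutation, one-sided p = 0.0001 and p = 0.00400). Of the 31 placement tests in the main settings, 22 had a Benjamini-Hochberg adjusted p-value under 0.05, and the highest of these was 0.00141.

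Among the 9 gene classes, 1 was above and 1 was below its placement level after Benjamini-Hochberg adjustment. Transcription factor genes made up 28 of the 535 genes bound in both replicates (5.23%), against a placement mean of 2.21%, a ratio of 2.37 (placement permutation, adjusted p = 0.00045). The ratio was 2.02 for the genes of replicate 2 on its own and 1.77 for those of replicate 1. This class was found by words in the product name or symbol, so factors named otherwise, such as ERF4, were not counted. Pseudogenes made up 18 of the 535 genes (3.36%), against a placement mean of 12.7%, a ratio of 0.265 (placement permutation, adjusted p = 0.00045). The ratio was 0.217 for replicate 2 and 0.236 for replicate 1. Both calls were made under the 4 alternatives tested, which removed Col-0 overlaps, took genes bound in either replicate, used gene bodies only or placed midpoints inside target regions. The remaining 7 classes had adjusted p-values of 0.474. They included 4 ribosomal protein genes (ratio 0.817), 2 photosynthesis genes (ratio 2.22), 6 receptor kinase or disease resistance genes (ratio 0.966), 6 tRNA genes (ratio 1.06), 31 long non-coding RNA genes (ratio 0.892) and 1 heat shock gene (ratio 0.561). No transposable element gene of the 66 annotated by name was bound in both replicates, where placement gave a mean of 0.152% of the genes (placement permutation, unadjusted p = 0.462). Pseudogenes were classed by biotype alone, with 4843 annotated. A transposable element gene of that biotype without such a name was counted only as a pseudogene. The low pseudogene share can therefore include transposable element genes, and the 2 classes are not cleanly separated.

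The base composition under the peaks was compared with placement. The GC share was 40.3% in replicate 1 and 41.2% in replicate 2, against placement means of 36.0% and 36.0% (placement permutation, one-sided p = 0.001 for each, the smallest that 1000 placements can give). The mean of the replicates was 40.7% ± 0.596 (SD, n = 2). The Col-0 peaks had a GC share of 40.4%, against a placement mean of 35.8% (placement permutation, p = 0.001), so a raised GC share was not specific to the tagged plants. The GAGA motif (GAGAGA on either strand) occurred 2.10 times per kb in replicate 1 and 2.15 times per kb in replicate 2, against placement means of 1.37 and 1.38 (placement permutation, one-sided p = 0.001 for each). In Col-0 its density was 1.24 per kb against 1.41 (placement permutation, p = 0.434). Placement inside coding sequence, chosen after the data were seen, lowered both ratios. The GAGA ratio went from 1.53 to 1.42 in replicate 1 and from 1.56 to 1.45 in replicate 2. The GC ratio went from 1.12 to 1.05 in replicate 1 and from 1.14 to 1.07 in replicate 2. The telobox (AAACCCTA on either strand) had a density of 0.166 per kb in replicate 1 and 0.146 per kb in replicate 2, against placement means of 0.167 and 0.169, which was not distinguishable from placement (placement permutation, p = 0.509 and p = 0.285). Its direction and its call in replicate 1 depended on the placement. The replicate 1 ratio was 0.990 for placement anywhere, 1.16 inside target regions (placement permutation, p = 0.0470) and 1.32 inside coding sequence (placement permutation, p = 0.001). Inside target regions, the replicate 1 peaks shared with replicate 2 had a ratio of 0.971 (placement permutation, p = 0.462) and those found in replicate 1 alone had a ratio of 1.28 (placement permutation, p = 0.0140), and the difference between these sets was not tested. In replicate 2 the ratios for the placements anywhere, inside target regions and inside coding sequence were 0.861, 1.03 and 1.16, and none passed the threshold (placement permutation, p = 0.285, p = 0.400 and p = 0.0879).

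The study examined selected loci by ChIP-qPCR and other assays and displayed its AIPP3 ChIP-seq at selected genes, and the peaks at these loci were therefore looked up. By ChIP-qPCR the study reported AIPP3 enriched at its selected target genes, mainly near the TSS, and low at adjacent genes. From its ChIP-seq display it also reported specific AIPP3 binding at the selected target genes. Read coverage was not analysed here. Of the 16 selected loci, 2 had a peak in their target region in both AIPP3-4Myc libraries, 14 had none in either, and none had a Col-0 peak. The 16 include loci that the study did not present as targets, among them the neighbouring control genes, ACT7 and the genes of the complex. Of the representative target genes AGO5, SUC5 and FT, only AGO5 had a listed peak. A missing peak means only that the threshold was not passed, so it does not contradict the ChIP-qPCR of the study. At AGO5 (AT2G27880, chromosome 2, 11871378 to 11876989, plus strand), the replicate 1 peak spanned 11870972 to 11872274 with a score of 109 and the replicate 2 peak spanned 11871087 to 11872303 with a score of 103. The midpoints lay 245 bp and 317 bp downstream of the TSS, in coding sequence. The neighbouring gene AT2G27900 had no peak in its target region, and the nearest peaks ended 4.15 kb and 4.12 kb before that region. The other locus with peaks was AIPP3 itself (AT4G11560, chromosome 4, 6999869 to 7003493, minus strand). Its peaks spanned 7001430 to 7005714 in replicate 1, with a score of 2120, and 7000199 to 7005727 in replicate 2, with a score of 1742. This peak extends over the promoter into AT4G11570, and the tagged plants carry an AIPP3 genomic transgene, so its reads need not come from this locus. SUC5 (AT1G71890, chromosome 1, 27058381 to 27060786) had no peak in its target region in any library, nor had its neighbour AT1G71900. The nearest replicate 1 peak, from 27065064 to 27066130 with a score of 52.6, began 0.533 kb beyond AT1G71900. No peak was listed in the target regions of FT, SEC31A, AT2G43570, AT3G59480, AT3G53650, FLC, SOC1, ACT7, AIPP2, PAIPP2 or CPL2. Extending the regions to 2 kb on both sides of the gene added AT1G71900 and CPL2 in replicate 1 alone, and left 2 loci with peaks in both replicates.

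**Figure D3:**
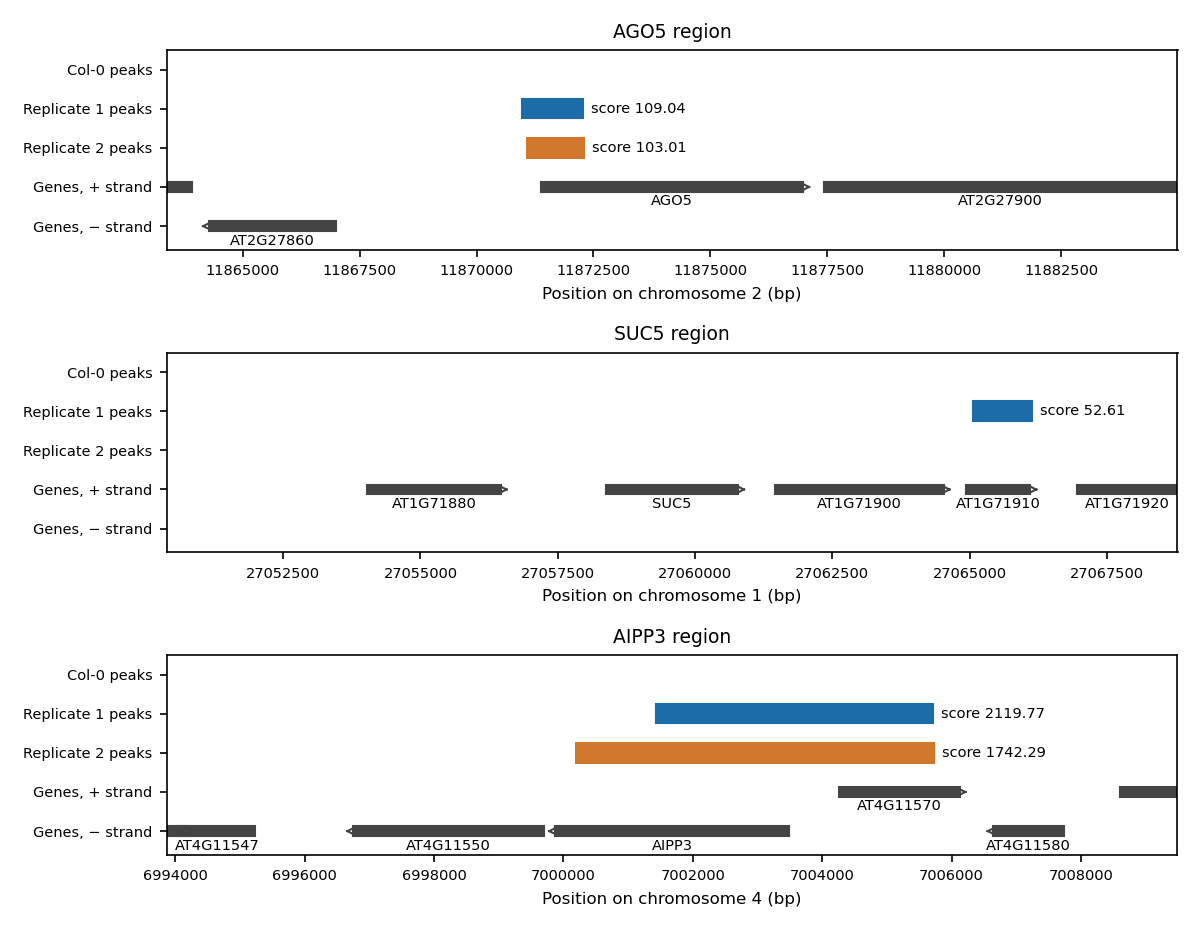
Peaks of each library (bars with their scores) and protein-coding genes by strand are drawn to scale around AGO5, SUC5 and AIPP3, with positions in bp on the TAIR10 chromosomes. Peaks of both AIPP3-4Myc libraries cover the start of AGO5 and the upstream part of AIPP3, SUC5 has none, and no Col-0 peak falls in the 3 regions.

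The 10 shared regions with the highest smaller-of-both replicate score and no Col-0 peak were listed by the genes in whose target regions they lay. The first was the AIPP3 locus described above, with a smaller score of 1742. The second, at chromosome 2, 7755413 to 7758092 in replicate 1, had scores of 368 and 389 in replicates 1 and 2 and its midpoint in an intron of ERD7 (AT2G17840), with AT2G17830 and AT2G17845 adjacent. The third, at chromosome 1, 22866816 to 22871511, had scores of 411 and 337 and its midpoint in an intron of AT1G61890, a MATE efflux family gene, next to PPR336 (AT1G61870). The fourth, at chromosome 4, 564515 to 567090, had scores of 366 and 296 and its midpoint in coding sequence of BPS3 (AT4G01360), upstream of MPK4 (AT4G01370). At CYP94B3 (AT3G48520), the region on chromosome 3 from 17974412 to 17976903 scored 482 and 267, with its midpoint in coding sequence. SRC2 (AT1G09070) and BIP3 (AT1G09080) shared the region on chromosome 1 from 2927356 to 2929645, which scored 302 and 232 and was centred on the coding sequence of SRC2. On chromosome 5, the region from 6826217 to 6829686 scored 242 and 227, and its midpoint lay in an exon of a non-coding gene between BCB (AT5G20230) and PI (AT5G20240). RRTF1 (AT4G34410) and AT4G34412 lay under the region on chromosome 4 from 16450978 to 16454016, with scores of 223 and 236 and the midpoint in RRTF1 coding sequence. The region at GRP7 (AT2G21660), on chromosome 2 from 9264692 to 9266656, scored 223 and 219 with its midpoint in coding sequence, and that at ERF4 (AT3G15210), on chromosome 3 from 5121116 to 5123318, scored 211 and 254 with its midpoint in a UTR.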

Values the study reported

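The study reported that 455 of its AIPP3-enriched loci overlapped loci enriched in H3K27me3. These were only a part of its AIPP3-enriched loci, which were not counted by the rule used here for genes bound in both replicates. The study also reported that about 59% of the AIPP3-enriched loci were occupied by EMF1, a component of a Polycomb complex.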

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

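The test in this part was chosen after the peak had been seen. The mitochondrial genome was outside the comparisons of the report. Its first bases carried a peak in both AIPP3-4Myc libraries, from position 1 to 2873 with a score of 554.98 in replicate 1 and from 2 to 2870 with a score of 436.87 in replicate 2. No Col-0 peak overlapped it, and it was the 1 mitochondrial peak of which this held. The Col-0 library had 9 mitochondrial peaks and none there. Because the peak was picked for lacking a Col-0 counterpart, this absence is no test of its source, and with 1 Col-0 library of unknown depth the antibody background and the tag cannot be told apart. Of the 9 mitochondrial Col-0 peaks, 4 were found in neither AIPP3-4Myc library, so presence or absence of mitochondrial peaks also differed in the other direction. The peak touches the position where the circular genome was opened for the reference, and the mitochondrial sequence of the authors' build was not used here, so matches to the transgene or to nuclear DNA were not searched. A difference between the tagged and untagged plants stays open and untested.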

How the results depend on the processing

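The alternatives were planned, except the organelle peaks, the GC-matched and coding-sequence placements, and the target-region placements for shared peaks, for shared genes and for TSS proximity, which were chosen after seeing the data. No paired analysis was possible because the Col-0 group had 1 library.

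A score of at least 100 lowered the number of peaks to 245 in replicate 1 and 125 in replicate 2, and the number of genes bound in both replicates to 165. This follows from the filter itself, which removes peaks. Assigning each peak to its nearest TSS gave 289 genes, since a peak can then bind only 1 gene. Across the 2 values that each left out one replicate, the number of AIPP3-4Myc peaks ranged from 437 to 933. For the other means of the 2 replicates, leaving one out returns the value of the other, which says nothing about stability.

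The difference in median between shared and unshared peaks of replicate 2 was weaker with width in place of score, at 116.5 bp (permutation p = 0.0981). The cause was not tested. The telobox density changed direction with the placement. Its ratio rose above 1 for midpoints placed inside target regions, to 1.16 in replicate 1 and 1.03 in replicate 2, and inside coding sequence, to 1.32 and 1.16, because the placed peaks then held fewer teloboxes. For replicate 1 the placement mean fell from 0.167 per kb anywhere to 0.143 inside target regions and 0.126 inside coding sequence. The ratio for heat shock genes went from 0.561 to 1.00 with genes bound in either replicate, and neither value passed the threshold. For the genes of a single replicate it was 0.422 in replicate 2 and 1.11 in replicate 1. Under the alternatives other than a single replicate, 35 class ratios kept their direction and their side of the threshold, although some changed in size.

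Leaving the single-replicate values aside, the other 77 values of the main comparisons kept their direction and their side of the threshold, or, without a test, stayed within 1.5 times the count or within the binomial interval of the share. The share of replicate 2 peaks with a replicate 1 counterpart ranged from 54.2% with the same number of peaks in each replicate to 74.8% with a score of at least 100, and stayed above every placement in each alternative compared with placement, which leaves out the one that included organelle peaks. The depth of the libraries is unknown, so neither the difference in peak number nor the lack of a peak at a locus can be separated from a difference in reads.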

Other observations

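The tests of peak number, of random calls, of highly transcribed genes and of the GC share against target regions were planned. The tests of GC-matched placement, of placement inside coding sequence, of the AIPP3 locus, of organelle copies and of stress or hormone names were chosen after the results were seen.

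Replicate 1 had more peaks than replicate 2, and 613 of its nuclear peaks had no counterpart. If the calls found in replicate 1 alone were scattered at random, they would fall in gene-poor bins at the placement mean of 20.1%, but they did so at 4.24%, below the lowest placement of 13.4%. This argues against calls scattered evenly along the chromosomes as their source. False calls that gather in genes would also be rare in gene-poor bins, so this test cannot exclude them. If a single threshold had been applied to libraries of different depth or enrichment, the missing peaks would be the weak ones. The share of replicate 1 peaks found in replicate 2 was 65.8% in the highest of 4 score classes and 12.5% in the lowest. A threshold effect would give such a gradient. In that highest class, 152 of 231 peaks had a counterpart, so some strong peaks were missing too. Of the 430 replicate 2 peaks, 116 had no counterpart in the larger list, although these had lower scores (median 61.5 against 81.1). Against the 430 highest scoring replicate 1 peaks, 54.2% of the replicate 2 peaks had a counterpart. A threshold effect may be part of the difference, and these lists cannot tell whether it is all of it. Depth and enrichment could not be separated from these lists, and a difference between the plants used for the 2 libraries stays open and untested.

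The concentration of AIPP3 peaks on genes may have technical sources. Peaks with the GC share of genes alone would have had a GC share near 37.0%, the mean for replicate 1 peaks placed inside target regions, and the observed share was 40.3%. A preference for GC-rich sequence could itself give such a rise, so peaks were also placed at positions of equal GC share. These placements put at most 89.3% of the replicate 1 midpoints in gene bodies, with a mean of 85.3%, against 93.2% observed. GC-matched placement thus covered a large part of the distance between random placement and the observed value but not all of it. Location in genes itself raises the GC share, with replicate 1 placement means of 36.0% anywhere and 38.5% inside coding sequence. Positions matched to peaks in genes would thus tend to lie in genes under either cause. How much of the concentration comes from GC share therefore cannot be told from this comparison. Antibody background at highly transcribed genes would raise ribosomal protein and photosynthesis genes. The ribosomal ratio was 0.817 and the photosynthesis ratio was 2.22, but they rest on 4 and 2 genes, neither passed the threshold, and this background cannot be told apart from binding by them. The raised GAGA density was seen in both AIPP3-4Myc libraries and not in Col-0, but the 16 Col-0 peaks are few. Its ratio was 1.42 in replicate 1 and 1.46 in replicate 2 against placement inside target regions, and 1.42 and 1.45 against placement inside coding sequence, so location in genes or coding sequence does not account for the whole rise. No other source of it was tested.

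The peak at the AIPP3 gene had the second highest nuclear score in both AIPP3-4Myc libraries. Its score was 4.39 times the next highest outside Col-0 peaks in replicate 1 and 4.48 times in replicate 2. A candidate source is the transgene, since extra copies of a genomic AIPP3 fragment would add reads over that fragment only. Such a fragment has fixed ends. The end upstream of the AIPP3 TSS lay 2221 bp beyond it in replicate 1 and 2234 bp in replicate 2, so these ends differed by 13 bp, against a median of 117 bp over the 628 ends of shared peaks, of which 9.87% differed by no more. The other ends, inside the gene, differed by 1231 bp, which a fixed fragment end does not predict. Because every AIPP3-4Myc library carries the transgene and Col-0 does not, transgene copies and binding of AIPP3 to its own gene cannot be told apart here. Whether the 2 libraries come from the same transgenic line is also unknown. A comparison with input DNA of the same plants, or with a line tagged at the native locus, would bear on it.

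Nuclear Col-0 peaks on chromosome 2 may come in part from reads of organelle origin placed on nuclear copies of organelle DNA. Of these 10 peaks, 6 were covered by an organelle match over at least 50% of their length, against 1 of 926 nuclear peaks in replicate 1 and 2 of 430 in replicate 2. Of the 6 Col-0 peaks on the other nuclear chromosomes, 0 had such a match, so organelle reads do not account for those. The other 4 peaks on chromosome 2, among them the one with the highest score, had no such match either. No other explanation was tested for these 4 peaks or for the 6 on the other chromosomes.

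Several of the highest scoring shared regions lie at genes named for a stress or hormone response, with 6 of their 18 protein-coding genes (33.3%) matching a list of 14 such words, against 2.22% of all protein-coding genes. The list was written after these names had been seen. Outside those regions, 15 of the 441 protein-coding genes bound in both replicates had such a name (3.40%), against a mean of 2.08% for peaks placed inside target regions (placement permutation, one-sided p = 0.0424). This is consistent with a weak excess beyond the regions that prompted the test, at a p-value close to the threshold and resting on 15 genes. Whether it reflects the biology of AIPP3, the handling of the seedlings or open chromatin at inducible genes was not tested.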
